A study of Mus musculus with 40 samples. Its data were reported in "Maternal Nutrition Induces Pervasive Gene Expression Changes but No Detectable DNA Methylation Differences in the Liver of Adult Offspring" (2014).

How the data were processed

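Gene expression in whole pancreas of 40 male mice was measured on Illumina MouseRef-8 v2.0 beadchips, 1 array per animal, and the animals were grouped by the diet of the dam and by the diet after weaning as the labels give them (10 per group). The deposited values are linear signal intensity that the authors exported with BeadStudio and quantile normalized over the 40 arrays, without subtracting the background. Per the files, the sorted values of the arrays differed by at most 1.86%, so no further normalization was applied. The values and labels at hand gave no detection p-values and no positions of the arrays on their slides, so neither was used.

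Intensities were transformed to log2. A probe was tested if it lay above the median of its own array in at least 20 of the 40 arrays, which kept 12246 of 25697 probes (8858 genes). Of all probes, 23978 had 1 gene symbol and 1719 had none, and a gene with several tested probes, as 2004 had, was represented by the one with the highest mean. Groups were compared with limma (version 3.58.1 in R 4.3.3; moderated test with an intensity trend, two-sided), with Benjamini-Hochberg correction over the tested probes, and called at an adjusted p under 0.05. There were 7 fits: 4 between pairs of groups on their 20 arrays, and over all 40 arrays the average effect of each diet and their interaction. Slopes on fasting glucose and on body weight were fitted with 1 mean per group. Body measurements in the labels were compared with two-sided permutation tests (100000 resamples; scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15), and cage means with exact permutation tests. Figures were drawn with matplotlib 3.10.9.

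For each comparison of 2 groups, 41 gene lists were tested with camera at a preset correlation of 0.01 between genes, corrected over the lists. Each was also tested with the correlation estimated from the data and with fry, which asks whether the genes of a list move on balance one way. Members were counted over all probes and adjusted over the list alone.

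These groups, tests, filters and lists were set before the data were examined, as were the genes to be named. For each pair of groups these were the 10 called genes with the largest increases, the 10 with the largest falls and 5 more with the smallest p; where fewer than 6 probes were called, the 3 highest and 3 lowest by p; for averaged effects and slopes, the called genes with the smallest p (10 and 5); the islet hormone genes; the regulators and enzymes taken from the study's account of liver, with the RXR genes; and up to 4 members of a list with the smallest p. Liver genes beyond the named ones, and the statistics of single arrays, were chosen after their values were seen.

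The alternatives tried were all 40 arrays in 1 fit, a plain two-sample test, a regularized test written after Cyber-T (settings assumed, since the study's are not known), no intensity trend, median centring, cyclic loess, the deposited values with nothing further (which is the same as the analysis reported), no filter, a stricter filter (the upper tercile of each array), array weights, leaving out arrays that stand apart (more than 3 interquartile ranges above the upper quartile of the distance from the median array), cell marker means, body weight or the first residual component as covariates, the birth cage as a block, 1 value per cage, and leaving out each cage. Added after the data were seen were the second residual component, both components, the hepatocyte mean, leaving out arrays with high fat or liver signal, the lists on the interaction and from HF dams without single arrays far from their group, and background subtraction (the 5th percentile of each array, with an offset of 16).

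The procedure was tested on simulated data: values were drawn for each comparison of 2 groups from the mean and spread of each probe, as independent normal values, and 200 probes were moved. At a fold of 1.2 limma recovered 65.7% to 83.6% of moved probes, and at 1.5 it recovered 95.5% to 98.5%; 11 to 14 unmoved probes were called, or 5.88% to 7.37% of the calls. Cyber-T called 12 to 22 unmoved probes and a plain two-sample test 8 to 14. Camera called a list moved 1.1-fold and 0 of the other lists. Correlation between genes and between littermates was not simulated.

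Probe positions in the genome were left out because no annotation with coordinates was at hand. The version of BeadStudio is not known.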

Results

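The 40 arrays measured gene expression in the whole pancreas of 40 male C57BL/6J mice, 1 array per animal. Dams were fed a low fat (LF) or a high fat (HF) diet, and their offspring were weaned onto either diet. Groups are named with the dam diet first, so that LF_HF mice had LF dams and ate the HF diet after weaning. Each of the 4 groups, LF_LF, LF_HF, HF_LF and HF_HF, held 10 animals. The animals came from 12 birth cages, 6 per dam diet, and 4, 4, 5 and 4 of these cages contributed to the 4 groups in that order. Median signal per array was 62.9 to 63, the single values ran from 43 to 35587.5, and the correlation between any pair of arrays lay between 0.919 and 0.993. The background was not subtracted from the deposited signal, so folds of weakly expressed genes are compressed. Genes are named by the symbol of their probe; the files gave no genome positions for probes. The number of arrays limits the precision of every value.

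Body measurements in the labels give the setting. At 3 weeks, offspring of HF dams were heavier: HF_LF mice weighed 10.9 ± 0.836 g against 9.57 ± 0.937 g in LF_LF (SD, n = 10 each; permutation test, adjusted p = 0.0109), and HF_HF mice 11.6 ± 1.25 g against 9.18 ± 1.00 g in LF_HF (adjusted p = 0.000533). With 1 mean per cage, an exact permutation test gave p = 0.0794 for the first difference and p = 0.0286 for the second. A second weight ran from 20.4 to 34.1 g, although the labels tie it to weaning. The paper states that these animals were weighed when they were killed as adults, and this may be that weight. The second weight was higher on the HF diet, at 30.3 ± 1.86 g in LF_HF against 24.7 ± 1.15 g in LF_LF and at 30.5 ± 1.68 g in HF_HF against 23.7 ± 1.81 g in HF_LF. Both differences had a permutation p = 2e-05, the smallest the resampling can give, and an adjusted p = 0.000133, and 10 of 10 animals lay above the other group's median each time. Body length rose with the HF diet by 2.6 mm from LF dams (adjusted p = 0.0148) and by 4.62 mm from HF dams (permutation test with n = 8 in HF_HF, adjusted p = 0.000366). The body mass index of the labels rose by 0.0414 from LF dams (adjusted p = 0.000133) and by 0.0449 from HF dams (permutation test with n = 8 in HF_HF, adjusted p = 0.000229). Fasting glucose was 206 ± 34.6, 222 ± 29.3, 194 ± 24.0 and 188.5 ± 42.8 mg/dl in LF_LF, LF_HF, HF_LF and HF_HF, and none of its 4 differences passed (lowest adjusted p = 0.119). These were 20 two-sided tests in 1 family, and none of 5 tests of whether the effect of the diet after weaning differed by dam diet passed (lowest adjusted p = 0.227).

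In offspring of HF dams, the diet after weaning was compared between HF_HF and HF_LF. Among the largest called increases, Fgf21, a metabolic hormone that the pancreas also secretes, rose 1.84-fold (log2 0.88, SE 0.18, adjusted p = 0.0155), Atf5, a transcription factor of the integrated stress response, 1.64-fold (log2 0.71, SE 0.16, adjusted p = 0.0243), and Nupr1, a stress-induced nuclear protein, 1.45-fold (log2 0.54, SE 0.09, adjusted p = 0.00714). Mat1a, which makes the methyl donor S-adenosylmethionine, rose 1.57-fold (adjusted p = 0.0348), the fatty acid desaturase Fads1 1.46-fold (adjusted p = 0.0167), the sterol-regulated membrane protein Tmem97 1.46-fold (adjusted p = 0.00896) and the transcriptional repressor Bcl6 1.46-fold (adjusted p = 0.0129). Further increases were those of the histone gene H2bc4 (1.45-fold), the corepressor Cbfa2t3 (1.45-fold), the mitochondrial protein Chchd10 (1.42-fold) and the stress-responsive Ndrg1 (1.31-fold), with adjusted p between 0.00781 and 0.0243 and SE between 0.06 and 0.11 on the log2 scale. The 2 other probes of Cbfa2t3 were not called, and 1 of them pointed the other way. At least 9 of 10 HF_HF animals lay above the HF_LF median for each of these 11 genes.

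The largest fall in HF_HF was that of Reg2, a secreted protein of acinar cells, at 3.65-fold (log2 -1.87, SE 0.45, adjusted p = 0.0348); 9 of 10 HF_HF animals lay below the HF_LF median. The Reg2 call was lost in 8 of 20 alternatives and in 5 of 6 fits that left out a cage. In 2 HF_LF arrays Reg2 held the highest signal of the array, 35587.5, which is the top value of all 40 arrays after normalization, so the fold is taken against a group partly at the ceiling. The kallikrein gene Klk1b11 fell 1.77-fold (adjusted p = 0.0338), Bex2 1.62-fold (adjusted p = 0.0106), the stress-induced sestrin Sesn1 1.62-fold (adjusted p = 0.0164) and the selenium carrier Selenop 1.57-fold (adjusted p = 0.0203). Akr1c12, an aldo-keto reductase, fell 1.51-fold (adjusted p = 0.00491), Errfi1, an inhibitor of the EGF receptor, 1.46-fold (adjusted p = 0.0128), the cold-induced RNA-binding protein Rbm3 1.43-fold (adjusted p = 0.031), the mitochondrial carrier Slc25a35 1.36-fold (adjusted p = 0.0202) and the mitochondrial arginase Arg2 1.34-fold (adjusted p = 0.0164). Habp2, a secreted serine protease, had the smallest p of the comparison and fell 1.26-fold (SE 0.05, adjusted p = 0.00341), and Lsm8, which binds a spliceosomal RNA, fell 1.27-fold (adjusted p = 0.00781). In all, limma called 274 of 12246 probes (248 genes), of which 128 rose and 146 fell, with a median fold of 1.18.

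The lists of cytosolic ribosomal proteins and Reg genes were called lower in HF_HF by camera at its preset correlation (adjusted p = 0.00325 and 0.0475), but not with an estimated correlation (adjusted p = 0.648 each). Without array HF_LF 4 the Reg list was no longer called by camera (adjusted p = 0.0834), and its median log2 went from -0.40 to -0.20. The ribosomal list stayed called (adjusted p = 0.00317). Without HF_HF 5 camera called both, ribosomal (adjusted p = 0.00603) and Reg (adjusted p = 0.0221). Of the ribosomal genes 39 of 53 measured members were lower, 6 fell in the test over all probes and, adjusted over the list alone, 8 fell and 1 rose. Rpl13a fell 1.26-fold (adjusted p = 0.00436), Rpl12 1.24-fold (adjusted p = 0.00896), Rps3 1.26-fold (adjusted p = 0.0348) and Rps9 1.25-fold (adjusted p = 0.023; its other probe pointed the other way). Of the 7 measured Reg genes, which encode secreted regenerating proteins, 6 were lower, and 2, Reg2 and Reg3a, fell when adjusted over the list alone; over all probes Reg3a (log2 -1.55, adjusted p = 0.146) and Reg3b (log2 -0.89, adjusted p = 0.296) did not pass. Fry gave an adjusted p = 0.0306 for the ribosomal list and 0.286 for the Reg list. Random splits of the same arrays gave camera a median of 8, 8, 9 and 7 called lists in the 4 comparisons, against 12 and 3 called for the maternal diet on LF and HF and 10 and 7 called for the diet after weaning from LF and HF dams, so that calls of single lists do not exceed what chance gives in number. Among genes of amino acid, serine and one-carbon metabolism, which camera did not call here (adjusted p = 0.0616), 2 members rose and 1 fell over all probes.

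Camera called 5 lists of markers of other cell types in offspring of HF dams at its preset correlation, but none with an estimated correlation (adjusted p = 0.648 each), and none had a single called member. Higher in HF_HF were 18 of 18 macrophage and other myeloid genes (median log2 0.17), 16 of 17 fibroblast and matrix genes (0.14), 13 of 14 adipocyte genes (0.20) and 6 of 6 MHC class II genes (0.26), while 12 of 14 hepatocyte-specific genes were lower (-0.32), 2 of them past the threshold when adjusted over the list alone. Examples are the matrix collagen Col5a1 (log2 0.27, adjusted p = 0.144), the adipocyte amine oxidase Aoc3 (0.38, adjusted p = 0.147), the class II chaperone Cd74 (0.46, adjusted p = 0.187), the myeloid membrane protein Laptm5 (0.58, adjusted p = 0.289) and the plasma carrier Ttr (-0.51, adjusted p = 0.0749), which islets also make. The 5 lists had adjusted p of 0.00325, 0.00564, 0.0224, 0.0419 and 0.00437 in the order named. One HF_HF array, HF_HF 5, had a myeloid list mean of 1.34 on the log2 scale above the mean of all arrays, against a group mean of 0.09, and without it the difference in Laptm5 was 0.32. Without this array 4 of the 5 lists were no longer called, myeloid (median log2 0.08, adjusted p = 0.0911), fibroblast (0.06, adjusted p = 0.133), adipocyte (0.14, adjusted p = 0.103) and MHC class II (0.16, adjusted p = 0.151), while the hepatocyte list stayed called (-0.29, adjusted p = 0.00848). Without HF_LF 4, the array of this comparison with a high liver signal, the hepatocyte median was -0.19 (adjusted p = 0.0365) and Ttr -0.39.

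**Figure D1:**
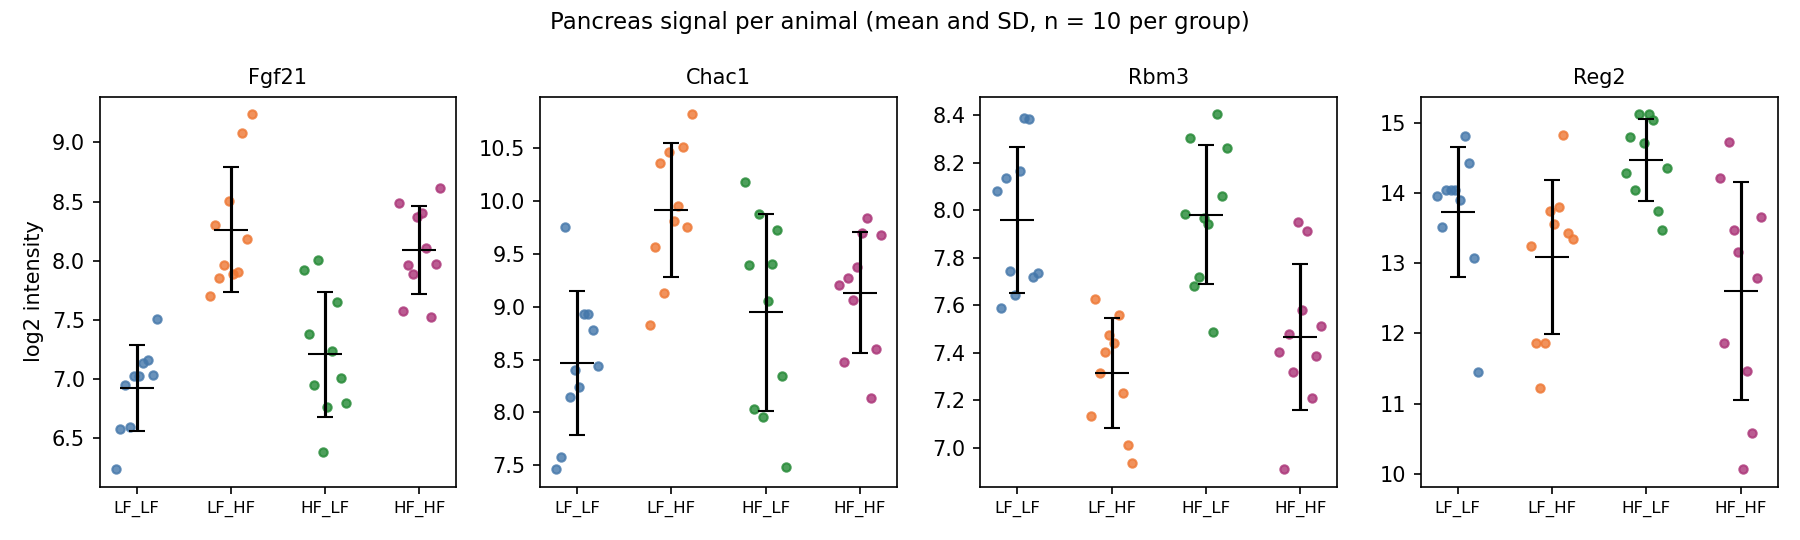
Each point is 1 animal, the vertical axis is the log2 of the deposited intensity, and black lines are the mean and SD of the 10 animals of each group on the horizontal axis. Fgf21 averaged 6.93, 8.26, 7.21 and 8.09 in LF_LF, LF_HF, HF_LF and HF_HF, and Reg2 had its lowest mean, 12.6, in HF_HF.

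The counts from HF dams rest on most of the cages, and they depend on a single array. Without array HF_LF 4 alone, 136 probes were called. Without cage 23 there were 2 called probes, without cage 21 13, without cage 10 48 (46 of them among the 274), without cage 12 132 (114 among the 274) and without cage 1 158 (136 among the 274), and fewer animals were tested each time. With the cage as a fixed block 51 probes were called, of which 35 were among the 274. Only cages 10, 20 and 23 held both diets in this comparison. With body weight as a covariate, whose values did not overlap between the groups, 0 were called by limma.

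In offspring of LF dams, LF_HF was compared with LF_LF. Chac1, an enzyme that degrades glutathione and is induced by amino acid stress, rose 2.74-fold (log2 1.45, SE 0.26, adjusted p = 0.0285), and Fgf21 rose 2.52-fold (log2 1.34, SE 0.18, adjusted p = 0.00205), or 3.22-fold after background subtraction. Zfpm1, a cofactor of GATA transcription factors, rose 1.36-fold (SE 0.07, adjusted p = 0.0192) and the casein gene Csn1s2b 1.18-fold (SE 0.04, adjusted p = 0.0172), while Rbm3 fell 1.56-fold (log2 -0.65, SE 0.11, adjusted p = 0.0204). For each of these 5 genes, 10 of 10 LF_HF animals lay beyond the LF_LF median, and no other probe passed. The next genes by p, Fbp2 (log2 0.36), Cbfa2t3 (0.32) and Irgq (0.16, whose other probe pointed the other way), had an adjusted p = 0.0995, and Sat1 (-0.44), Lsm8 (-0.25) and Serpinb6a (-0.32) had adjusted p of 0.104, 0.104 and 0.106. At an unadjusted p under 0.05 there were 1096 probes against 612.3 expected.

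In LF_HF camera called 5 metabolic and protein turnover lists at its preset correlation, but none with an estimated correlation (adjusted p = 0.353 each). Of the genes of amino acid, serine and one-carbon metabolism 24 of 28 were higher, Chac1 rose over all probes, and 7 rose and 1 fell when adjusted over the list alone. Among them were Shmt2 (log2 0.20), Mat1a (0.74) and the amino acid transporter Slc7a5 (0.60), with adjusted p over all probes between 0.173 and 0.23. Of 26 genes of the unfolded protein response 23 were higher, with Creld2 (log2 0.51) past the threshold when adjusted over the list alone and with Atf4 (0.32) and Trib3 (0.17) at an adjusted p = 0.32. Of 17 cholesterol synthesis genes 15 were higher, among them Fdps (log2 0.22, adjusted p = 0.363). Lower were 37 of 53 cytosolic ribosomal protein genes, such as Rps3 (log2 -0.21, adjusted p = 0.279), and 19 of 31 proteasome genes, such as Psmb7 (log2 -0.23, adjusted p = 0.351). The 5 lists had adjusted p of 6.19e-07, 0.000225, 0.0171, 0.000674 and 0.0345 in that order. Array LF_LF 1 was low in the amino acid list (mean -0.61) and the unfolded protein list (-0.42), and without it the 5 lists had adjusted p of 0.000741, 0.00747, 0.00479, 0.000407 and 0.123, so that the proteasome list was no longer called.

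Camera called 4 lists of cell markers in LF_HF at its preset correlation (adjusted p = 0.0386 each), but none with an estimated correlation (adjusted p from 0.653 to 0.93), and no member passed over all probes. Among 13 genes of acinar transcription factors and secretory machinery 9 were higher, and Ptf1a (log2 0.51) and Rbpjl (0.26), the DNA-binding factors of acinar identity, passed when adjusted over the list alone but not over all probes (adjusted p = 0.302 and 0.32). Among 26 islet genes 15 were lower, of which the peptide hormone gene Pyy (log2 -0.50, adjusted p = 0.211) passed over the list alone. Of 12 T and NK cell genes 11 were lower, such as Cd8b1 (log2 -0.24, adjusted p = 0.595), and of 14 hepatocyte-specific genes 13 were higher, such as Mup2 (log2 1.44, SE 0.59, adjusted p = 0.437). Digestive enzymes of acinar cells (14 of 26 higher, adjusted p = 0.806) and duct cells (9 of 14 higher, adjusted p = 0.764) were not called. Array LF_LF 1 had a T and NK cell mean of 1.05 and LF_HF 1 a hepatocyte mean of 2.77 on the log2 scale above the mean of all arrays. Without LF_LF 1 the difference in Cd8b1 was -0.12, the T and NK cell list had an adjusted p = 0.655 and the acinar list 0.222, and without the arrays with high fat or liver signal the hepatocyte list had an adjusted p = 0.965 and the opposite direction, with Mup2 at 0.94.

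Few probes were called from LF dams, and the count depended on single cages and arrays. It was 0 without cage 4, 1 without cage 6, 1 without cage 9, 2 without cage 11 and 18 without array LF_LF 1. With the cage as a fixed block, where only cages 4 and 11 held both diets, it was 0. With body weight as a covariate it was also 0, by limma in each case.

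The effects of the diet after weaning were compared between the dam diets across 8858 genes, which are not independent replicates. Their correlation was r = 0.375 (Spearman 0.337). Of 218 genes called from HF dams and represented by their chosen probe, 188 (86.2%) had the same direction from LF dams, with a median of 0.412 of the size. Such a choice of genes favours the effect they were chosen on; the 5 genes called from LF dams had the same direction from HF dams, with a median of 0.66 of the size. Fgf21, Zfpm1 and Rbm3 were called from both dam diets in the same direction, where chance would give 0.047 genes up and 0.0129 down. Chac1 was 2.74-fold higher from LF dams and its log2 difference from HF dams was 0.19 (adjusted p = 0.788), but the test of the difference between these effects did not pass (adjusted p = 0.809). That interaction test called 0 probes with limma (676 at an unadjusted p under 0.05, lowest adjusted p = 0.211), so no gene was shown to respond differently by dam diet.

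**Figure D2:**
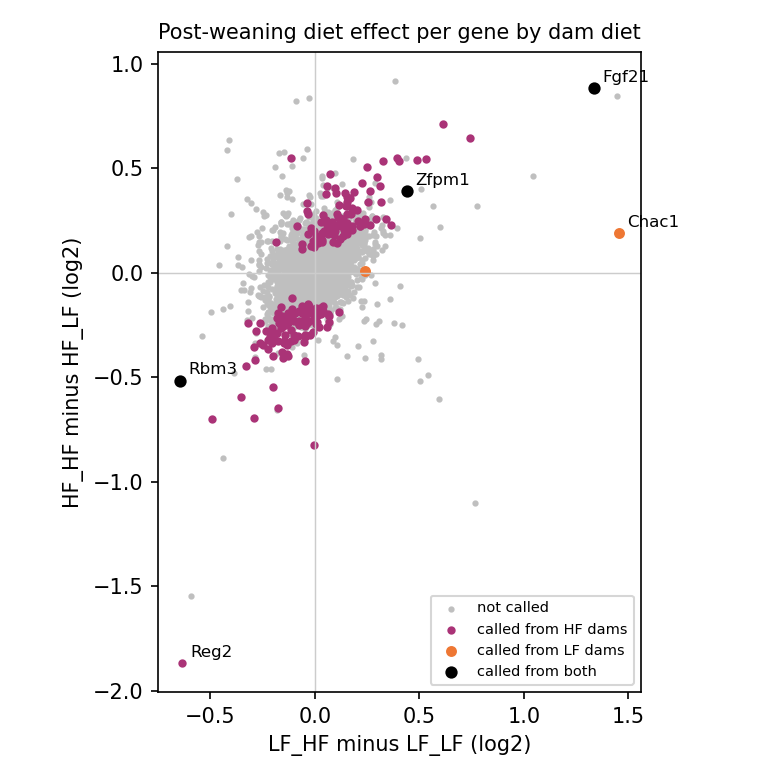
Each point is 1 of 8858 genes, with the log2 difference LF_HF minus LF_LF on the horizontal axis and HF_HF minus HF_LF on the vertical axis; colors mark the genes called in each comparison. Fgf21, Zfpm1 and Rbm3 were called in both, and the correlation across genes was 0.375.

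Averaged over both dam diets, the diet after weaning changed 639 probes (337 up, 302 down; 552 genes). The 10 genes with the smallest p were Fgf21 (2.16-fold higher, adjusted p = 4.05e-06), Cbfa2t3 (1.35-fold higher), Zfpm1 (1.34-fold higher), Nupr1 (1.39-fold higher), the cell polarity gene Llgl2 (1.26-fold higher), Lsm8 (1.23-fold lower), Akr1c12 (1.39-fold lower), Rbm3 (1.5-fold lower), the ATP synthase inhibitor gene Atpif1 (1.28-fold lower) and the ATP synthase subunit gene Atp5l (1.23-fold lower), with SE from 0.04 to 0.14 on the log2 scale and an adjusted p of at most 0.000161. Of 53 cytosolic ribosomal protein genes 11 fell and 1 rose, of 31 proteasome genes 3 fell, of 28 amino acid and one-carbon genes 6 rose and 2 fell, and of 26 unfolded protein response genes 2 rose and 1 fell. Camera called these 4 lists with adjusted p of 7.01e-05, 0.0124, 8.77e-05 and 0.0124, and with an estimated correlation the adjusted p were 0.296, 0.4, 0.487 and 0.506. Cholesterol synthesis and the Reg family had an adjusted p = 0.0326 each (0.4 and 0.506 with an estimated correlation). The count fell to 289 without cage 4, 396 without cage 23, 398 without cage 21, 407 without cage 10 and 420 without cage 11, and was 1066 without array LF_LF 1. With the cage as a fixed block it was 191, of which 146 were among the 639.

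The maternal diet was first compared in offspring that ate the LF diet, HF_LF against LF_LF. Several of the genes with the smallest p belong to the circadian clock. Dbp was 1.69-fold higher in HF_LF (log2 0.75, SE 0.15, adjusted p = 0.0595), Usp2 1.54-fold (log2 0.62, SE 0.13, adjusted p = 0.0598), the clock repressor Per2 1.3-fold (log2 0.38, SE 0.07, adjusted p = 0.0595) and the circadian repressor Ciart 1.28-fold (log2 0.36, SE 0.07, adjusted p = 0.0568), each in 10 of 10 animals against the LF_LF median. None passed over all probes with LF_LF 1 included, and all 4 passed when adjusted over the list alone. Of 15 clock genes 12 were higher (camera adjusted p = 1.79e-05; adjusted p = 0.0697 with an estimated correlation; fry adjusted p = 0.00943). The other genes with the smallest p were Coq10b, which binds coenzyme Q (1.39-fold higher, adjusted p = 0.0568), the axon guidance receptor Nrp1 (1.35-fold lower, adjusted p = 0.0568), Plac9a (1.17-fold lower, adjusted p = 0.0598) and the kinase Map3k1 (1.22-fold lower, adjusted p = 0.0788), and none passed. Without array LF_LF 1, where 7 probes were called, Dbp, Per2, Coq10b and Map3k1 had an adjusted p = 0.0391 and Nrp1 0.044. No probe was called by limma (0 of 12246, 1051 at an unadjusted p under 0.05, 612.3 expected); Cyber-T called 8 and a plain two-sample test 1.

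Camera called 7 lists of cell markers and immune genes lower in HF_LF than in LF_LF at its preset correlation, but none with an estimated correlation (adjusted p from 0.298 to 0.659), and no member passed over all probes. Lower were 16 of 17 fibroblast and matrix genes (median log2 -0.11), 17 of 18 myeloid genes (-0.15), 13 of 14 adipocyte genes (-0.25), 11 of 13 endothelial genes (-0.07), 5 of 5 mesothelial genes (-0.13), 6 of 6 MHC class II genes (-0.35) and 16 of 22 interferon response genes (-0.05). Examples are the basement membrane collagen Col4a1 (log2 -0.26), the macrophage mannose receptor Mrc1 (-0.16), the fat hormone gene Adipoq (-0.97), the endothelial sialomucin Emcn (-0.14), Cd74 (-0.67) and the interferon-induced Ifi27l2a (-0.75), with adjusted p between 0.27 and 0.617; Col4a1, Col5a1, Dcn and Col4a2 passed when adjusted over the list alone. Camera gave the 7 lists adjusted p of 1.88e-06, 7.13e-06, 4.17e-05, 0.0151, 0.0271, 0.0271 and 0.0333. The same HF_LF arrays served in the comparison with HF_HF and in the interaction, so the higher marker lists there are not independent of these. Of the 4 groups, HF_LF had the lowest adipocyte mean (-0.18, against 0.15, 0.01 and 0.02 in LF_LF, LF_HF and HF_HF). It also had the lowest myeloid (-0.15, against 0.06, 0.00 and 0.09) and MHC class II means (-0.22, against 0.18, 0.03 and 0.02). Array LF_LF 1 had an adipocyte mean of 1.62 and an MHC class II mean of 2.85 above the mean of all arrays. Without it the differences in Adipoq and Cd74 were -0.64 and -0.27, the fibroblast, myeloid, adipocyte and mesothelial lists kept an adjusted p of 5.09e-05, 7.98e-05, 0.00389 and 0.0285, and the endothelial, MHC class II and interferon lists had 0.35, 0.26 and 0.403.

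**Figure D3:**
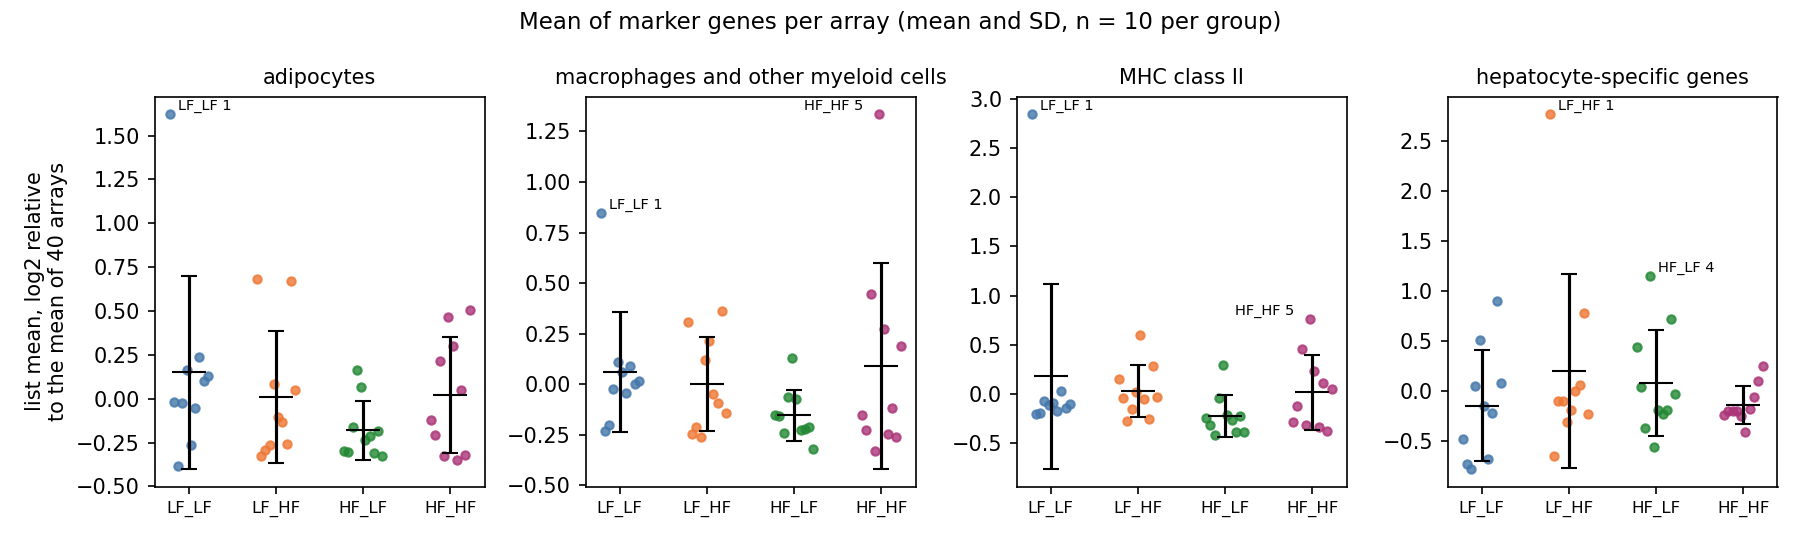
Each point is 1 array, the vertical axis is the mean log2 signal of a marker list relative to the mean of the 40 arrays, and black lines are the mean and SD of the 10 arrays of each group on the horizontal axis. LF_LF 1 reached 1.62 for adipocyte genes and 2.85 for MHC class II genes, HF_HF 5 reached 1.34 for myeloid genes, and LF_HF 1 reached 2.77 for hepatocyte genes.

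Of the other lists that camera called in the same comparison at its preset correlation, 4 follow, none of them called with an estimated correlation (adjusted p from 0.524 to 0.685). Of 28 genes of fatty acid oxidation 22 were higher in HF_LF (median log2 0.09), among them Acaa2 (0.24, past the threshold over the list alone), Ech1 (0.32) and Ehhadh (0.09), and of 18 genes of fatty acid synthesis 14 were lower (median -0.16), among them Fads1 (-0.33), the desaturase Scd1 (-1.06) and the carboxylase Acaca (-0.50). Of 26 unfolded protein response genes 19 were higher (Pdia3 0.14) and of 14 hepatocyte-specific genes 13 were higher (Apoa2 0.66). None of these members passed over all probes (adjusted p from 0.228 to 0.663). Camera adjusted p were 0.0022, 0.0365, 0.0271 and 0.0128 for the 4 lists. Without LF_LF 1 the differences in Scd1 and Acaca were -0.64 and -0.22, the fatty acid synthesis and unfolded protein lists had an adjusted p of 0.487 and 0.332, and without the arrays with high fat or liver signal the hepatocyte list had 0.479. The probe count of this comparison was 15 without cage 8, 4 without cage 20, 2 without cage 1, 1 without cage 11 and 7 without LF_LF 1.

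In offspring that ate the HF diet, HF_HF was compared with LF_HF. Dbp was again higher with HF dams (1.8-fold, log2 0.85, SE 0.32, adjusted p = 0.765), as were Usp2 (log2 0.45, SE 0.16) and Per3 (0.13, SE 0.04), while Clock was lower (-0.21, SE 0.07), the last 3 at an adjusted p = 0.75. Adjusted over the list alone 3 clock genes passed upward and 1 downward, and 12 of 15 were higher. Of 26 islet genes 21 were higher (median log2 0.07), such as Scg3 (0.17) and the zinc transporter Slc30a8 (0.12), and all 14 hepatocyte-specific genes were lower (median -0.41), such as Fga (-0.42) and Ahsg (-0.39). Camera gave these 3 lists an adjusted p = 0.00397, and with an estimated correlation each had an adjusted p = 0.994. The liver-like array LF_HF 1 belongs to this comparison, and without the arrays with high fat or liver signal the hepatocyte list had an adjusted p = 0.491, with Fga at -0.16 and Ahsg at -0.09. The single genes with the smallest p were Gorasp2, a Golgi protein (log2 0.32), the ribonuclease Ang (0.32), the amino acid transporter Slc6a15 (0.12), Rae1, of mRNA export (-0.24, adjusted p = 0.618), Gfod2 (-0.17) and the mitochondrial carrier Slc25a45 (-0.25), all but Rae1 at an adjusted p = 0.75. No probe was called by limma (0, with 761 at an unadjusted p under 0.05), Cyber-T (0) or a plain two-sample test (0), and 1 was called by limma without cage 21.

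Averaged over both diets after weaning, 8 probes were called between the dam diets, and an effect of litters is not excluded for this count. With HF dams Usp2, a clock-controlled deubiquitinase, rose 1.45-fold (log2 0.54, SE 0.11, adjusted p = 0.0383) and Coq10b 1.23-fold (adjusted p = 0.0385), while Nrp1 fell 1.24-fold (adjusted p = 0.0117), Gper1, a membrane estrogen receptor, 1.18-fold (adjusted p = 0.0451), Upf2, of nonsense-mediated decay, 1.17-fold (adjusted p = 0.0451), Gfod2 1.13-fold (adjusted p = 0.00984), Rae1 1.13-fold (adjusted p = 0.0277) and the ubiquitin ligase Dtx2 1.1-fold (adjusted p = 0.0492). Of 15 clock genes 5 rose and 1 fell when adjusted over the list alone (camera adjusted p = 4.09e-06; adjusted p = 0.137 with an estimated correlation), and with 1 mean per cage the list mean differed by 0.12 (12 cages, exact permutation p = 0.0714). Of 28 fatty acid oxidation genes 22 were higher (camera adjusted p = 0.00466) and of 14 adipocyte genes 13 were lower (adjusted p = 0.0199), and both had an adjusted p = 0.91 with an estimated correlation. Array LF_LF 1, with an adipocyte mean of 1.62 against at most 0.24 in the rest of its group, was included. The averaged lists were not tested without it. With 1 value per cage no probe was called by limma (0), and the count was 0 without cage 4, 23 or 11, 1 without cage 10 or 9, 2 without cage 6, 4 without cage 20, 49 without cage 8, 42 without cage 14, 29 without cage 21, 23 without cage 12, 20 without cage 1 and 28 without array LF_LF 1.

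**Figure D4:**
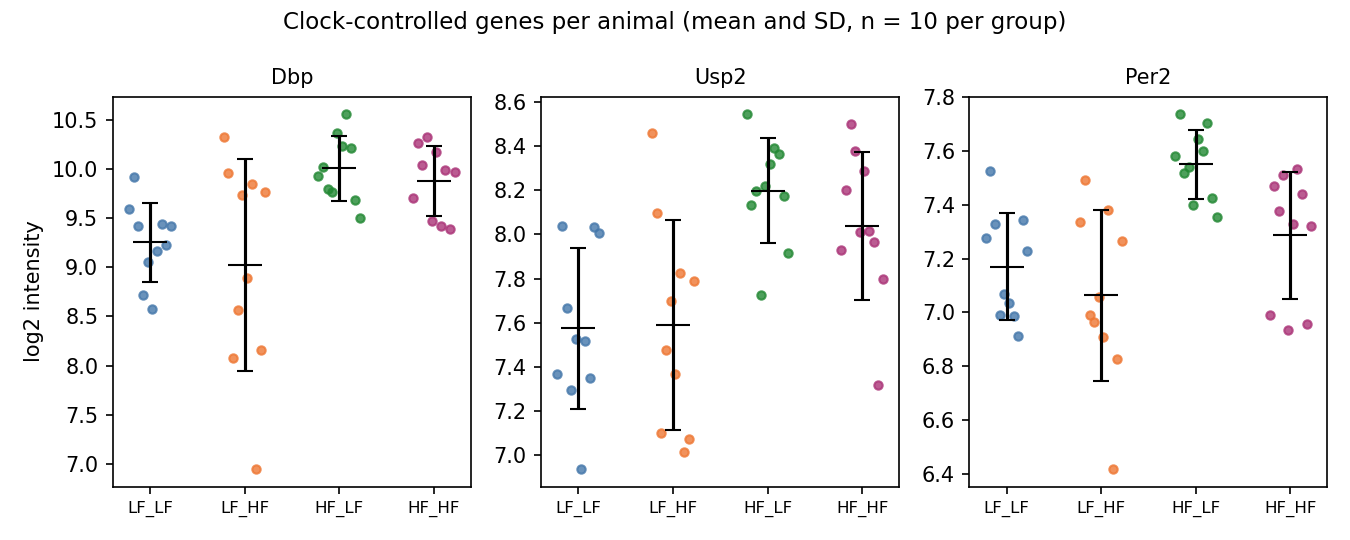
Each point is 1 animal, the vertical axis is the log2 of the deposited intensity, and black lines are the mean and SD of the 10 animals of each group on the horizontal axis. Dbp averaged 9.25 and 9.03 in LF_LF and LF_HF against 10.0 and 9.87 in HF_LF and HF_HF.

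The islet hormone genes Ins2, Gcg, Sst, Ppy and Iapp were not called in any of the 4 comparisons. Their largest values were Gcg in HF_LF against LF_LF (log2 0.37, SE 0.32, adjusted p = 0.76, but 0.04 without LF_LF 1, whose Gcg lay far below its group) and Ins2 in HF_HF against LF_HF (log2 0.32, SE 0.17, adjusted p = 0.818); Ins1 had no probe. A list of genes taken from the study's account of liver had 8 measured members, and none was called: the regulators Pparg, Nr1d1, Cebpb and Srebf2, the cholesterol synthesis enzymes Lss and Msmo1, and Rxra and Rxrb, which encode forms of the retinoid X receptor. Of these 8, 7 were higher in LF_HF than in LF_LF, with Cebpb at log2 0.28 (SE 0.10, adjusted p = 0.338); camera called this list (adjusted p = 0.0386; adjusted p = 0.455 with an estimated correlation), which was chosen in the study on other tissue of the same project and is not independent evidence.

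Glucose and body weight were related to expression within groups over all 40 arrays. No probe followed fasting glucose by limma (0 called, 1343 at an unadjusted p under 0.05, lowest adjusted p = 0.113) or body weight (0 called, 677 at an unadjusted p under 0.05, lowest adjusted p = 0.55).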

Values the study reported

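Among pairs of groups fed the same diet after weaning, the study reported 422 differentially expressed genes in pancreas for the maternal diet in mice on the low fat diet and 306 in mice on the high fat diet. For the diet after weaning, its counts in pancreas were 742 genes in offspring of low fat dams and 374 in offspring of high fat dams, each at a false discovery rate under 5%.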

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

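The 2 tests of the clock genes, the test for liver tissue, the test of an unrecorded split and the tests of interaction lists without single arrays were chosen only after the results they concern had been seen, as was which genes entered the search for single arrays far from their group. The acute phase test in LF_HF 1 and the count without LF_LF 1 each name an array, so they were framed after that array had stood out. The search for single arrays far from their group covered the 106 named genes, the 21 lists that camera called and the body measurements. In all it covered 528 groups of 10 values, or 8 for length and body mass index in HF_HF. It found 65 values farther from the rest of their group than Dixon's 95% limit, where chance finds 1 in 20 groups, or 26.4. The lists were called in these same data and share genes, so this expectation is a rough guide. Over all 153 genes that the naming rule takes there were 80 of 612 (30.6 expected). Of the 65, 31 were in array LF_LF 1 and 5 in LF_HF 1.

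LF_LF 1 differed in many cell types at once. Its list means, on the log2 scale against the mean of all arrays, were 2.85 for MHC class II, 1.62 for adipocytes, 1.17 for fatty acid synthesis, 1.05 for T and NK cells, 0.85 for myeloid cells, 0.41 for the interferon response, 0.38 for endothelial cells, 0.33 for fibroblasts and 0.20 for the genes of the study's liver list. Lower were amino acid and one-carbon metabolism (-0.61), the unfolded protein response (-0.42) and acinar transcription factors (-0.35). Its log2 intensities far above its group were Scd1 12.79, Adipoq 10.58, Cd74 11.58, Laptm5 11.16, Ifi27l2a 9.66, Acaca 9.60, Aoc3 8.94, Cd8b1 7.97, Map3k1 7.24 and Pparg 7.01. Far below it were Rpl12 11.83, Ang 9.80, Rpl13a 8.07, Creld2 7.74, Ptf1a 7.46, Gcg 7.42, Atf4 7.41, Clock 7.21 and Akr1c12 6.95.

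Other arrays stood out in fewer values. HF_HF 5 had list means of 1.34 for myeloid cells, 0.52 for the interferon response and 0.16 for T and NK cells, with Laptm5 at 10.04 and Gcg at 9.39. HF_LF 5 had list means of 0.29 for MHC class II, 0.15 for fibroblasts, 0.14 for the genes of the study's liver list and -0.32 for amino acid metabolism, with Akr1c12 at 8.49, Cd74 at 8.22 and Pparg at 6.45. In HF_LF 4, Ins2 was 12.02, Scd1 10.31 and Acaca 7.49. LF_HF 9 had an islet list mean of 0.27 and HF_LF 2 a proteasome mean of 0.12. Single genes far from their group were Nupr1 (13.16) and Acaa2 (7.08) in HF_LF 9, Reg2 (11.45) and Pdia3 (8.78) in LF_LF 10, Rxrb (7.32) and Per3 (5.71) in LF_LF 4, Rps9 (10.26) and Col4a2 (7.51) in HF_HF 3, Klk1b11 (8.58) in HF_HF 1, Msmo1 (7.06) in HF_HF 8, Scg3 (6.83) in LF_LF 2 and Plac9a (6.67) in LF_LF 8.

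By camera at its preset correlation, 10 lists passed on the interaction of the diets; with an estimated correlation none did (adjusted p from 0.737 to 0.742), and single arrays carried many of them. The effect of the HF diet after weaning, HF dams minus LF dams, was positive for macrophages and other myeloid cells (median log2 difference 0.27, adjusted p = 2.48e-05), fibroblasts (0.15, adjusted p = 0.000327), adipocytes (0.30, adjusted p = 0.00341), immediate early genes (0.06, adjusted p = 0.0354), and islet, MHC class II and interferon genes (0.07, 0.41 and 0.07, adjusted p = 0.0357 each). It was negative for hepatocyte genes (-0.63, adjusted p = 3.65e-05), the unfolded protein response (-0.09, adjusted p = 0.0334) and amino acid metabolism (-0.06, adjusted p = 0.037). Of these 10 lists, 4 passed without LF_LF 1, 8 without LF_HF 1, 7 without HF_HF 5 and 2 without all 3, the islet (adjusted p = 0.000133) and hepatocyte lists (0.0495). Without LF_LF 1 the MHC class II median went from 0.41 to 0.10 (adjusted p = 0.621), without LF_HF 1 the hepatocyte median from -0.63 to -0.35 (adjusted p = 0.00872), and without HF_HF 5 the myeloid median from 0.27 to 0.15 (adjusted p = 0.0113).

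Most clock genes were higher in offspring of HF dams on both diets, with list means of -0.07, -0.09, 0.11 and 0.05 in LF_LF, LF_HF, HF_LF and HF_HF. Clock was lower with HF dams on both diets (log2 -0.13 on LF and -0.21 on HF), as was Nfil3 (-0.03 and -0.16). Nr1d1 was -0.09 on LF and 0.07 on HF. The list mean averages over genes that moved in opposite directions, which limits the tests made on it. The time at which the pancreas was collected is not in the labels, and clock genes may differ because cages were handled at different times: between cages of the same group the list mean differed with a permutation p = 0.0525 (intraclass correlation 0.408 over 17 cages and groups), which leaves this open. Compared as 12 cage means by dam diet, the difference was 0.12 with an exact permutation p = 0.0714 over 924 splits, so that litters sharing a cage are not excluded either. With the mean of each post-weaning diet subtracted, LF dam cages 4, 6 and 11 were low (-0.178, -0.148 and -0.156). LF dam cages 8, 9 and 14 (0.001, 0.028 and 0.133) lay near or within the range of the HF dam cages (0.0275 to 0.150). An effect of the dam diet on the clock, which the design names, stays open too.

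Hepatocyte transcripts were high in LF_HF 1, where the list mean was 2.77 and Apoa2 (11.83), Ttr (10.95) and Ahsg (9.37) lay far above the group, as did Bcl6 (6.91), which is not in the list. Liver tissue or liver RNA in the sample is a candidate explanation, tested on 35 other liver genes: 29 were higher there than in each other LF_HF array (median log2 0.51), among them all 17 that passed the expression filter (median 2.31). Of the 6 that were not, none passed the filter, and albumin was at 0.953-fold. A response of the pancreas itself is argued against by 11 acute phase genes that many tissues switch on, with a median of 0.10.

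The diet after weaning changed 5 probes from LF dams and 274 from HF dams. Fat or lymph node in LF_LF 1 is argued against as the whole cause, since 18 were called from LF dams without this array. An unrecorded split of the arrays stays open: with the second residual component as a covariate 21 were called, and with both components 282 from LF dams and 1054 from HF dams. These components come from the spread within groups of the same values, so that more calls with them do not show a split. A different response by dam diet stays open as an untested biological explanation for the counts; by gene, the interaction test called 0 probes with limma (676 at an unadjusted p under 0.05).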

How the results depend on the processing

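Chosen only after the data were seen were the tests with the second residual component or both components, the hepatocyte mean, background subtraction, the arrays with high fat or liver signal left out, and, for gene lists, single arrays left out. Of 225 counts under an alternative, 125 were within 1.5 times the count in the report. Named genes gave 6323 values, of which 5821 kept direction and side of the threshold, 235 lost a call and 173 gained one. Another 94 changed direction without a call in either analysis, and 0 changed direction with a call in either. The 10 genes named for the averaged diet after weaning kept their call in all 16 alternatives. Of the named calls from LF dams (5), HF dams (27) and for the averaged maternal diet (8), each was lost in at least 1. The sets were not chosen alike: the 10 had the smallest p of all genes called there, while most of those from HF dams were the largest changes. A choice by smallest p itself favours keeping the call. Nor did the sets face the same alternatives. Body weight as a covariate, which left 0 calls from LF and HF dams, was tried only for pairs of groups. The use of 1 value per cage, which left 0 for the averaged maternal diet, was tried only for the maternal diet. The sets can therefore not be ranked by this.

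No further normalization is what the report itself used, and is not counted here. Every probe count was within 1.5 times of that in the report with median centring (272 from HF dams) and after background subtraction. With the cage as a random block the counts were as in the report, save 7 for the averaged maternal diet. The correlation within cages was 1 value over all probes for each comparison, between -0.0185 and 0.0217. So near 0, it could change the counts little, and it does not show that litters play no part. The cage could not be fitted as a fixed block for the maternal diet, since each cage had 1 dam diet. Fewer probes passed in some: with all probes tested 76 were called from HF dams, 2 for the averaged maternal and 389 for the averaged post-weaning diet, where more tests were corrected for. Body weight as a covariate left 0 by limma from LF dams (555 at an unadjusted p under 0.05) and 0 from HF dams (1294); the median effect of the 274 went from 0.24 to 0.29 and the SE from 0.0581 to 0.132, as weight separated the diets. The cage as a fixed block gave 0 from LF dams (768 at an unadjusted p under 0.05), 51 from HF dams and 191 averaged, with a median effect of 0.23 and SE of 0.0737, since only cages with both diets count. These were cages 4 and 11 from LF dams and cages 10, 20 and 23 from HF dams. Each other cage held 1 diet after weaning, so the diet and the birth cage cannot be told apart there. One value per cage gave 0 for the averaged maternal diet (1008 at an unadjusted p under 0.05).

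For the maternal diet on LF, where limma called 0 (1051 at an unadjusted p under 0.05), 4 were called with all 40 arrays, 8 with Cyber-T, 1 with the plain test, 6 without the trend, 5 with cyclic loess, 10 with the stricter filter, 13 with array weights, 7 without LF_LF 1, 159 with residual component 1, 15 with component 2 and 402 with both. For the maternal diet on HF, 4 were called with both components. From LF dams the count was 21 with all 40 arrays, 12 with array weights, 18 without LF_LF 1, 52 with component 1, 21 with component 2, 282 with both, 19 with fat and lymphocyte means as covariates and 13 without the arrays with high fat or liver signal. From HF dams it was 101 with Cyber-T, 479 with array weights, 575 with component 1, 542 with component 2, 1054 with both, 72 with fat and lymphocyte means, 110 with the hepatocyte mean and 136 without the arrays with high fat or liver signal, of which this comparison holds only HF_LF 4.

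The averaged maternal diet gave 22 with cyclic loess, 22 with the stricter filter, 70 with array weights, 28 without LF_LF 1, 72 with component 1, 82 with component 2, 316 with both, 19 with fat and lymphocyte means and 39 without the arrays with high fat or liver signal. The averaged post-weaning diet gave 1261 with array weights, 1066 without LF_LF 1, 1016 with component 2, 1493 with both and 967 without the arrays with high fat or liver signal. The interaction gave 6 with component 1 and 67 with both. The cause was not tested for these changes.

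Leaving out each cage in turn, the lowest and highest counts were 0 and 15 (without cage 8) for the maternal diet on LF, 0 and 1 (cage 21) on HF, 0 (cage 4) and 7 for the diet after weaning from LF dams, 2 (cage 23) and 214 from HF dams, 0 (cages 4, 11 and 23) and 49 (cage 8) for the averaged maternal diet, 289 (cage 4) and 854 for the averaged diet after weaning and 0 and 0 for the interaction.

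Gene lists called by camera numbered 12 and 3 for the maternal diet on LF and HF, and 10 and 7 for the diet after weaning from LF and HF dams. With an estimated correlation they were 0, 0, 0 and 0, and with fry 1, 0, 0 and 1. With fry and the cage as a block they were 1, 0, 0 and 1. The correlation within cages was negative for the maternal diet on HF and for HF dams. It was set to 0 there, so the block changed nothing. Without LF_LF 1 the called lists were 7 for the maternal diet on LF and 6 for LF dams, and without the arrays with high fat or liver signal (LF_LF 1, LF_HF 1 and HF_LF 4) 8 for the maternal diet on LF, 2 on HF, 6 for LF dams and 11 for HF dams. The hepatocyte list reversed from LF dams without these arrays (adjusted p = 0.965), where LF_HF 1 was removed, and on the interaction camera gave the MHC class II list the other direction without LF_LF 1, LF_HF 1 and HF_HF 5 (adjusted p = 0.934), where its median was near 0 and still positive (log2 0.02). Without HF_HF 5, 3 of the 7 lists from HF dams stayed called.

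Signal over background limits the folds. Quartiles of all values were 57.6 and 79.3 and the 95th percentile 258.42, against a lowest value of 43, so that folds of weak probes are compressed; Fgf21 from LF dams was 2.52-fold higher as deposited and 3.22-fold after background subtraction.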

Other observations

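In this part only the splits that keep cages whole with a residual component and the splits within cages were chosen after the result was seen, as was the condition on effect size in the reading of the fat and lymphocyte covariates for HF dams.

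Several processes that the diet could have touched were not called as a list in any of the 4 comparisons. Of 41 lists 20 were in this class, with a lowest adjusted p = 0.0526 by camera. Digestive enzymes of acinar cells (26 genes, lowest adjusted p = 0.743), duct cells (14, 0.256), imprinted genes (17, 0.806), DNA methylation genes (8, 0.272), insulin and growth factor signalling (23, 0.256), acute phase (31, 0.311), complement (20, 0.644) and coagulation (15, 0.56) genes were among them. So were B cells (4 genes, 0.167), red blood cells (3, 0.0675), intestinal epithelium (2, 0.264), muscle (4, 0.276), neurons (2, 0.473), LXR and FXR targets (20, 0.07), glutathione genes (37, 0.361), MHC class I (19, 0.202), the cell cycle (14, 0.0526), immediate early genes (16, 0.0616) and heat shock (16, 0.0692). The paper ranks acute phase response signaling and RXR activation among the pathways that maternal diet changed most in pancreas too. It used another pathway method, on the genes it called, and other gene sets, so the list results here are not like for like. The mitochondrial respiratory chain (82 genes, lowest adjusted p = 0.166) had 5 members called in at least 1 comparison, 1 that rose and 4 that fell in HF_HF against HF_LF. Of the other lists, duct cells had 2 called members and LXR and FXR targets, glutathione genes, DNA methylation, immediate early genes and neurons 1 each. A simulated shift of 1.1-fold was called by camera in a list of ribosomal size (53 genes). That was 1 draw with independent values, so it does not tell whether such a shift would be called in smaller lists or in lists of correlated genes.

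Other splits of the same arrays into groups of the same sizes, 100 for each comparison with the real one included, gave the following. For the diet after weaning chance can be excluded, for arrays taken singly, from LF dams (5 real calls, highest other 1), from HF dams (274, highest other 0) and averaged (639, highest other 440), as 1 split, the real one, called as many. The split with 440 calls was the 1 other averaged split with any call, and its cause was not tested. For the averaged maternal diet 1 split called as many (8 real, highest other 6), and chance can be excluded for arrays taken singly. For the maternal diet on LF and on HF limma called 0, so that all 100 splits call as many by construction and their number decides nothing. The highest others were 199 and 162, with any call in only 3 and 1 of the other splits. Why these splits called so many was not tested. At an unadjusted p under 0.05, 6 splits gave as many as the 1051 probes on LF (highest other 1728) and 15 as many as the 761 on HF (highest other 1416), so chance cannot be excluded. With residual component 1 as a covariate, 2 of 100 splits called as many as 159 on LF (highest other 574). Splits with this covariate were drawn for this comparison only, and the covariate was among many alternatives tried. Chance is therefore not excluded for that count, nor are littermates by this test. The interaction's 0 by limma was likewise matched by all 100 shuffles by construction (highest other 2).

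The number of lists that camera called does not exceed chance at its preset correlation. As many lists were called by 21 of 100 splits for the maternal diet on LF (12 real, highest other 19), 90 on HF (3, highest other 20), 45 for the diet after weaning from LF dams (10, highest other 22) and 51 from HF dams (7, highest other 17), and the median of other splits was 8, 8, 9 and 7. Chance cannot be excluded for any of the 4.

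Littermates shared a cage, and each cage had 1 dam diet. Splits that kept cages whole called as many as the real one in 100 of 100 for the maternal diet on LF (0 real, highest other 14) and in 35 of 35 on HF (0, highest other 13), which decides nothing beside a count of 0. With residual component 1 as a covariate, 1 such split of 100, the real one, called as many as 159 on LF (highest other 106). This covariate was among many alternatives tried, so litters are not excluded for that count. With 1 value per cage and no component 0 were called by limma (906 at an unadjusted p under 0.05). For the averaged maternal diet 7 of 100 called as many (8 real, highest other 72). That count may be an effect of litters, which remains open. With the cage as a random block 7 probes were called, at a correlation within cages of only 0.00175 over all probes. With 1 value per cage 0 were called by limma (1008 at an unadjusted p under 0.05). The diet after weaning differed only within cages 4 and 11 from LF dams and cages 10, 20 and 23 from HF dams. For this diet the cage as a fixed block left 0 from LF dams by limma (768 at an unadjusted p under 0.05). Of 100 splits within cages, with that block, 1, the real one, called as many as the 51 from HF dams (highest other 15) and 1 as many as the 191 averaged (highest other 2), so that chance can be excluded for these.

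Fat or lymph node in the samples could raise many probes together. With the adipocyte, B cell and T cell means as covariates, 5 of 5 called probes stayed called from LF dams, which argues against it there, and 63 of 274 from HF dams, while 0 of 0 calls for the maternal diet on LF and on HF decide nothing. The rule set beforehand would read 63 of 274, fewer than 1 in 3, as what this explanation predicts. It is left open because the effects of the 274 hardly changed (median log2 0.24 before and 0.22 after, SE 0.0581 and 0.059, 274 of 274 in the same direction), a condition added after the count was seen.

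The counts differ from those quoted above, at the same false discovery rate. They are not like for like: the expression filter and the tests were not those of the study, whose settings are not known. The study counted genes, while the counts here are of probes unless genes are named. For the maternal diet limma called 0 probes in mice on the LF diet and 0 in mice on the HF diet (1051 and 761 at an unadjusted p under 0.05), and Cyber-T 8 and 0. Both are lower than the values quoted from the study above. For the diet after weaning limma called 5 genes from LF dams and 248 from HF dams, and Cyber-T 7 and 101 probes. These are lower than the values quoted from the study above, by less for HF dams than for LF dams.

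No probe followed fasting glucose within groups by limma (0 called, 1343 at an unadjusted p under 0.05). The nearest, chosen after their values were seen, were Kat5, at a slope of -0.09, and Haghl, at -0.14 log2 per 50 mg/dl (adjusted p = 0.113).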
